# A Zebrafish Model of Metastatic Colonization Pinpoints Cellular Mechanisms of Circulating Tumor Cell Extravasation

**DOI:** 10.3389/fonc.2021.641187

**Published:** 2021-09-23

**Authors:** Tyler A. Allen, Mark M. Cullen, Nathan Hawkey, Hiroyuki Mochizuki, Lan Nguyen, Elyse Schechter, Luke Borst, Jeffrey A. Yoder, Jennifer A. Freedman, Steven R. Patierno, Ke Cheng, William C. Eward, Jason A. Somarelli

**Keywords:** angiopellosis, circulating tumor cell cluster, tumor cell extravasation, cancer exodus hypothesis, metastasis, osteosarcoma

## Abstract

Metastasis is a multistep process in which cells must detach, migrate/invade local structures, intravasate, circulate, extravasate, and colonize. A full understanding of the complexity of this process has been limited by the lack of ability to study these steps in isolation with detailed molecular analyses. Leveraging a comparative oncology approach, we injected canine osteosarcoma cells into the circulation of transgenic zebrafish with fluorescent blood vessels in a biologically dynamic metastasis extravasation model. Circulating tumor cell clusters that successfully extravasated the vasculature as multicellular units were isolated under *intravital* imaging (n = 6). These extravasation-positive tumor cell clusters sublines were then molecularly profiled by RNA-Seq. Using a systems-level analysis, we pinpointed the downregulation of KRAS signaling, immune pathways, and extracellular matrix (ECM) organization as enriched in extravasated cells (p < 0.05). Within the extracellular matrix remodeling pathway, we identified versican (*VCAN*) as consistently upregulated and central to the ECM gene regulatory network (p < 0.05). Versican expression is prognostic for a poorer metastasis-free and overall survival in patients with osteosarcoma. Together, our results provide a novel experimental framework to study discrete steps in the metastatic process. Using this system, we identify the versican/ECM network dysregulation as a potential contributor to osteosarcoma circulating tumor cell metastasis.

**Graphical Abstract:**
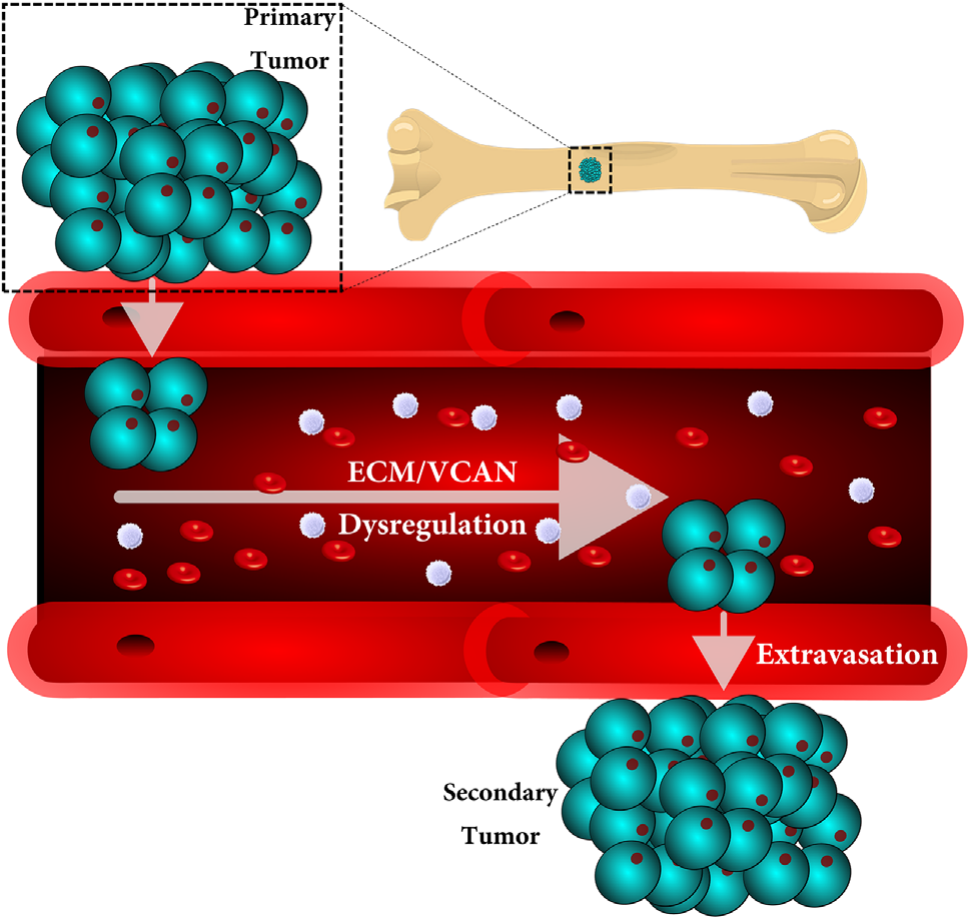
A graphical abstract of the proposed findings this study identified.

## Introduction

Metastasis is a complex process, involving multiple genetic, epigenetic, biochemical, and physical changes in cancer cells and their associated microenvironments. Although metastasis accounts for the majority of all cancer-related deaths, accumulating data suggests that the majority of metastasis is a result of circulating tumor cells (CTC) clusters, rather than individual tumor cells (1–7). These CTC clusters show an increased ability: 1) to spread throughout the body, 2) withstand the hemodynamic forces of the blood stream, 3) and proliferate once they extravasate at distant sites (8, 9). Additionally, studies have revealed that cell clusters exit circulation through the recently identified extravasation mechanism, known as angiopellosis, in which the blood vessels actively remodel, allowing the clusters to exit while maintaining their multicellularity (5, 10–14). The maintenance of this multicellularity has been shown to provide distinct survival and proliferative advantages, and it has been previously proposed that CTC clusters may be responsible for the majority of cancer metastasis (3, 4, 6, 15, 16).

Utilizing this system, we set out to establish a model to better identify and understand the molecular drivers of extravasation in metastatic osteosarcoma. Osteosarcoma (OS) is a rare, but aggressive primary bone cancer that predominantly affects children and young adults. It is the most common primary bone cancer, and the 5-year survival for patients who present with metastatic disease is, at best, 30% (17–20). Sadly, there have been no new treatments for metastatic OS in the past three to four decades, and an improved understanding of OS metastasis is urgently needed to identify the molecular mechanisms and pinpoint new potential therapeutic targets to prevent metastatic spread (21, 22). Here, we used a zebrafish model of metastasis to infuse fluorescent canine OS cells into Tg(fli1a:egpf) zebrafish with fluorescent blood vessels (5, 10, 23) to test the hypothesis that CTC clusters would exhibit unique molecular profiles associated with their ability to migrate to distant sites and extravasate. Zebrafish vasculature has previously been shown to be a suitable model system to understand the vascular environments in mammals, including humans (12–14, 24–26). The establishment of this model can be used to further identify and study targets or markers involved in the extravasation process.

We used *intravital* imaging to observe CTCs extravasating as clusters. These clusters were then isolated, expanded, and characterized by RNA-Seq. These efforts identified several key pathways commonly enriched in human and canine OS extravasated clusters, including the downregulation of KRAS signaling, interferon gamma response, and other immune pathways, and extracellular matrix remodeling. Among the genes commonly altered in both extravasation models, we identified versican, an extracellular matrix proteoglycan, as a potential mediator of CTC cluster extravasation. Versican, a large aggregating chondroitin sulfate proteoglycan, is an important ECM component associated with tumorigenesis (27, 28). Previous *in vitro* and *in vivo* studies have shown that versican enhances cancer cell survival, growth, migration, invasion, angiogenesis, drug resistance, and metastasis and has been shown to induce malignancy in OS cells through the interaction with TGF-beta (29–33). Additionally, an increased expression of versican has been reported in several types of malignancies including brain tumors, leukemia, breast, prostate, colon, lung, and ovarian cancers, and is generally associated with a poor prognosis (30, 32, 34–37). Our collective data suggest that a combination of *intravital* imaging and molecular characterization in a zebrafish model of metastasis can be used to identify the molecular mechanisms and gene regulatory pathways involved in discrete steps in the metastatic process.

## Materials and Methods

### Animals

All experiments involving live zebrafish were performed in accordance with relevant institutional and national guidelines and regulations and were approved by the North Carolina State University Institutional Animal Care and Use Committee. For zebrafish, the transgenic lines *Tg(fli1a:EGFP)* were used in this study. The resulting embryos were screened at 48 hpf for the expression of transgene expression. In order to prevent pigmentation, 0.2 mM N-phenylthiourea (PTU; Sigma) was applied to all embryos starting at 24 hpf.

### Embryo Preparation and Tumor Cell Implantation

Dechorionized 48 hpf zebrafish embryos were anesthetized with 0.004% tricaine (Sigma) and positioned on a 200 mm x 15 mm Petri dish coated with 3% agarose. Canine osteosarcoma cells were trypsinized into single cell suspensions, resuspended in phosphate-buffered saline (PBS; Invitrogen), kept at room temperature before implantation, and implanted within 2 hours. Any non-fluorescent cells were labelled with the fluorescent cell tracker DiI (Invitrogen) according to the instructions of the manufacturer. The cell suspension was loaded into borosilicate glass capillary needles (1 mm o.d. × 0.78 mm i.d.; World Precision Instruments) and the injections were performed using a PV830 Pneumatic Pico pump and a manipulator (WPI). A total of 30–100 cells, were injected at approximately 50 μm above the ventral end of the duct of Cuvier where it opens into the heart. The approximate injection parameters were: injection pressure =300 p.s.i., holding pressure = 10 p.s.i., injection time = 0.2 seconds. Injected tumor cells could normally be seen entering the vasculature 15–30 minutes after injection and starting to arrest in the vessels of the tail as clusters within 2 hours after injection. After implantation with mammalian cells, zebrafish embryos (including non-implanted controls) were maintained at 32°C. Normally, cell injected embryos were euthanized at the end of experiments (~72 hpf) by tricaine overdose. For each cell line or condition, data are representative of ≥three independent experiments, with ≥5 embryos/group. Experiments were discarded when the survival rate of the control group was <80%.

### Zebrafish Embryo Preparation and Microscopy

For live imaging in the light-sheet microscope, 48 hpf zebrafish embryos were anesthetized using 0.016% tricaine (Sigma) and then were embedded in 1.3% low-melting-temperature agarose (Sigma; prepared in filtered fish facility water) inside a glass capillary [1.5/2.0-mm inner/outer diameter, 20-mm length (Zeiss)]. The embryos were centered in the capillary and oriented. After gel formation, the section of the agarose cylinder containing the tail of the embryo was extruded from the capillary by inserting wax into the capillary on the side opposite to the fish. The sample chamber of the light-sheet microscope was filled with filtered fish facility water, and the capillary was inserted for imaging. Specimens were maintained at 32°C throughout the imaging period. Fluorescent image acquisition was performed using a Zeiss Lightsheet Z.1. Z-stacks were processed for maximum intensity projections with the Zeiss ZEN software. For timelapse (4D) images, zstacks were taken every 5–15 minutes for a total time of up to 24 hours with a step number between 50 and 200 and step size of 0.3–2.0 μm. Images were adjusted for brightness and contrast using the Zeiss ZEN Software. Confirmation of injected cell migration from inside of the lumen to surrounding tissue was done using the Zeiss ZEN software 3D retendering capability.

### Cell Culture

Canine osteosarcoma cell lines: D17 and HMPOS were cultured in IMDM/10% (v/v) fetal bovine serum/2 mM L-glutamine/100 U/ml penicillin/100 μg/ml streptomycin (all Life Technologies, Germany). All cell lines were cultured at 37°C and 5% (v/v) CO_2_. All lines were authenticated and tested negative for mycoplasma contamination.

### Isolation and Culturing of Injected Tumor Cells From Zebrafish Embryos

Following confirmation of extravasation of injected tumor cells, the embryos section containing the extravasated cells were dissected within 24 hours post injection. Dissected embryos sections were transferred to phosphate-buffered saline (PBS) containing 50 U/mL penicillin (Gibco) and 0.05 mg/mL streptomycin (Gibco) (PBS/PS) for at least 15 min. The PBS/PS solution was refreshed once and individual embryos were transferred into a sterile tube (embryo + 500 uL PBS/PS) for 5 minutes. Embryos were then transferred to 200 uL of a 1% bleaching solution for 5 min. After replacing the bleaching solution with PBS/PS immediately and incubating for 5 min, embryos were centrifuged at 1,200 g (rcf) for 2 min at room temperature and the supernatant was discarded. Next, we added 300 uL of TripLE (Gibco) and incubated for 45 minutes at 37°C in a thermomixer, while mixing at 800 rpm. Next, we pipetted the embryo-TripLE, with a 200-uL tip, several times up and down under sterile conditions (cell culture hood), and immediately centrifuged (4 min, 1,200 g at room temperature). We discard the supernatant and resuspended with 400 uL of PBS and centrifuge (4 min, 1,200 g at room temperature). We resuspended the cell pellets in 200 uL of growth media and transferred the cell suspension to a 96-well plate (200 ul of media per well).

### RNA-Seq Analysis

Following isolation from the zebrafish and the *in vitro* establishment of extravasation-positive cell lines, total RNA was purified with the miRNeasy extraction kit (Qiagen) according to the manufacturer guidelines from cell pellets. RNA quality was assessed on a Bioanalyzer 2100 instrument using the RNA 6000 Nano Kit (Agilent). mRNA-seq sequencing libraries were prepared from 1 µg of purified RNA using the Illumina’s TruSeq Stranded mRNA Library Prep Kit. Deep sequencing was performed on a Nextseq500 sequencer (Illumina) using 75 bp paired-end reads. Raw BCL (base call) files generated from the NextSeq sequencer were converted to FASTQ files using the bcl2fastq Conversion Software v2.18. During BCL to FASTQ processing, bcl2fastq also separates multiplexed samples, removes adapters, trims low quality bases, and removes low quality reads. Raw RNA-seq data in the FASTQ file format was quality controlled during and after sequencing to identify the potential technical issues. Cleaned sequencing reads were then mapped to the canine reference genome using STAR to generate read counts for each of the annotated genes (38). Gencode transcript annotations were supplied to facilitate the mapping of reads spanning known splicing junctions. The raw gene read count data was normalized using the voom approach (39). The differential expression analysis was performed using the linear model approach provided by the limma package (40). For the differential expression analysis, we only kept those genes with more than 30 raw read counts in at least two biological samples. The extravasation-positive D17 and HMPOS cells were analyzed against wild-type D17 and HMPOS cells grown *in vitro* without introduction to the zebrafish environment. The p-values for the coefficient/contrast of interest were adjusted for multiple testing using the Benjamini and Hochberg’s method (41), which controls the expected false discovery rate (FDR). The significance threshold for gene differential expression was defined as a fold change greater than 2 and FDR less than 0.05. Venn diagrams were generated in Biovenn (42). Pathway analysis was performed using gene set enrichment analysis (43). Gene regulatory networks were inferred and annotated using GeneMANIA (44) within Cytoscape v3.8. For the pathways of interest identified by gene set enrichment analysis (Reactome extracellular matrix organization, Hallmark KRAS signaling UP, Hallmark IFNγ response), the list of genes in each pathway was obtained from MSigDB and used as an input for GeneMANIA. Networks were annotated using the log2 fold change from the RNA-Seq data for each cell line. The Cytoscape network analyzer tool was used to infer network interaction parameters, and a sum rank statistic was created from the following parameters: degree, clustering coefficient, closeness, betweenness, neighborhood connectivity, and stress.

### Data Availability

All RNA-Seq data is available at NCBI GEO, Accession: GSE164246.

### Statistical Analysis

Parametric and nonparametric analyses were used throughout the study. For continuous distribution data sets, we used either the Student’s t-test or the Mann–Whitney Wilcoxon test for two groups. For multiple groups, either ANOVA followed by Fisher least square difference *post hoc* test or the Kruskal–Wallis followed by the Mann–Whitney–Wilcoxon was used. For two groups characterized as a frequency (percentage), we used comparison of proportions. P-values are presented either in the figure legend or figure panels.

The R2 genomics web tool (https://hgserver1.amc.nl/cgi-bin/r2/main.cgi) was used to plot Kaplan Meier curves to analyze the prognostic value of *VCAN* expression in osteosarcoma patients. The settings for this analysis were “Kaplan scan a single gene” and using the default time cut-offs. These data are from a previously published study and included 88 osteosarcoma patients, the clinical characteristics of whom are described in the originally-published study (PMID: 22454324; GEO accession number: GSE33383). Briefly, 64.3% of the patients in this cohort were male, 34.5% were female, and 1.2% with unknown gender. A total of 76.2% of the patients were under 20 years of age, 22.6% were over 20 years of age, and 1.2% (1) of the patients have unknown age. Primary tumor locations included the femur (47.6%), tibia/fibula (33.3%), humerus (13.1%), axial skeleton (1.2%), and unknown/other (4.8%). Histological subtype included osteoblastic (61.9%), chondroblastic (10.7%), fibroblastic (8.3%), telangiectatic (4.8%), minor subtype (13.1%), and unknown (1.2%). A total of 45.2% of the patients were grade 1 or 2, 39.3% were grades 3 or 4, and 16.7% were unknown or with tumor grades not available. Among the cohort, 82.1% of the patients had no metastasis at diagnosis, 16.7% had metastasis at diagnosis, and 1.2% had an unknown status of metastasis at diagnosis (45).

## Results

### Circulating Canine Osteosarcoma Cells Extravasate as Clusters Through Angiopellosis

Two fluorescently labeled canine osteosarcoma cell lines (HMPOS and D17) were infused into the circulation of *Tg(fli1a:EGFP)* zebrafish with fluorescent blood vessels. We observed and isolated three biological replicates of the extravasated cell clusters (n = 3) (**Figure 1A**). Following cell infusion, zebrafish were microscopically observed for up to 48 hours. The clusters extravasated using angiopellosis, maintaining multicellularity, as noted by the characteristic remodeling of the vasculature around the clusters until the successful exit into the extravascular tissue (**Figure 1B** and **Supplementary Video 1**) (5, 10, 24).

**Figure 1:**
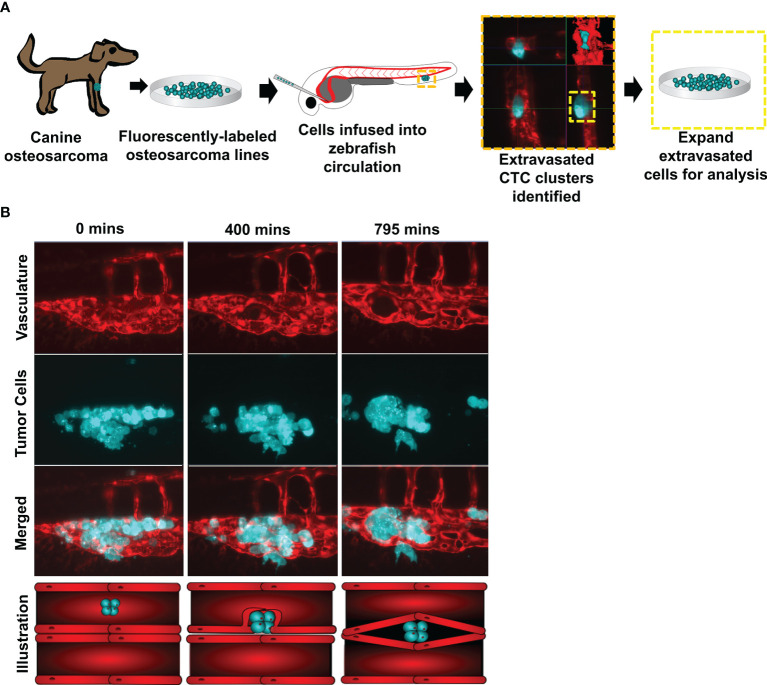
Circulating canine osteosarcoma clusters extravasate by angiopellosis. **(A)** Illustration of the project workflow. Canine osteosarcoma cell lines were fluorescently labeled and infused into the circulation of *Tg(fli1a:egpf*) with fluorescent blood vessels. Tumor cells which extravasated as clusters were isolated and expanded, and these sub-lines were then molecularly profiled. **(B)** Representative image of infused D17 tumor cells aggregating as clusters in zebrafish circulation. Tumor cell clusters begin to extravasate through the endothelial cells of the blood vessels during metastasis. The tumor cluster is eventually completely removed from the inside of the vessels and is lodged in an extravascular cavity while maintaining multicellularity and not disassociating into single cells. SB = 20µM.

### A Systems-Level Approach Identifies Differential Expression of Core Pathways Involved in Proliferation, Immune Surveillance, and Extracellular Matrix Remodeling

To understand the molecular mechanisms by which tumor cell clusters successfully extravasated, we isolated the extravasation-positive clusters of HMPOS (a highly metastasizing sub-line of the POS osteosarcoma line) (46, 47) and a second metastatic osteosarcoma line, D17 (48), and performed RNA Sequencing (RNA-Seq) on the resulting sub-lines (**Figure 2A**). 

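RNA was sequenced from 15 libraries, 3 each of extravasated D17, parental D17, extravasated HMPOS, parental HMPOS and parental POS cells. D17 and HMPOS are canine osteosarcoma cell lines, and POS is the line from which HMPOS was derived. Extravasated cells are the sub-lines grown out from clusters that had left the zebrafish vessels, and parental cells are the original lines, of which the article describes HMPOS and D17 as infused. For RNA purification the article names the miRNeasy kit and for the libraries the TruSeq Stranded mRNA kit, whereas the sample records name an RNeasy kit and a NEBNext Ultra Directional kit. The authors deposited a table of differentially expressed genes for each of 3 comparisons, with the expression of each group in FPKM (fragments scaled by transcript length and by the number of mapped fragments), the log2 ratio of the groups, a test statistic, a p-value and a q-value. One group value stands for the 3 libraries of that group, so the spread between libraries and the sequencing depth are unknown here and no SD can be given. The authors' deposited table for D17 lists 4412 genes, that for HMPOS lists 1189 genes and that for HMPOS against POS lists 5746 genes, and the largest q-value in them is 0.0499. Genes that did not pass are not listed in these tables. The smallest p-value in each of the authors' deposited tables is 5e-05, which many genes share. In the D17 and HMPOS tables the group named for metastasis comes first and the group named norm comes second. POS, which has parental libraries alone, is also named norm, so norm was read as parental. The deposited log2 ratio is the second group over the first, that is parental over extravasated cells. All log2 ratios given here were turned to extravasated over parental cells. The main threshold was that of the article's methods, a fold change above 2 and a q-value below 0.05, and every q-value is the authors'.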

Analysis of the RNA-Seq data from extravasated osteosarcoma cells revealed 391 (HMPOS) and 2,023 (D17) upregulated genes and 798 (HMPOS) and 2,338 (D17) downregulated genes (p < 0.05) (**Figure 2A** and **Supplementary Figure 1**). 

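With a fold change above 2 and a q-value below 0.05, the authors' deposited table for HMPOS held 244 genes with a higher FPKM in extravasated than in parental cells and 57 genes with a lower FPKM. The authors' deposited table for D17 held 808 genes that were higher and 375 that were lower in extravasated cells at the same threshold. Among the thresholds and filters on rows, the fold change threshold moved these counts most. Without it, 797 genes were higher and 392 lower in extravasated HMPOS cells, and 2390 genes were higher and 2022 lower in extravasated D17 cells, again by the authors' deposited tables. In HMPOS, the largest increase among named genes with an FPKM of at least 1 was that of CAPN6, at 3.49 FPKM in extravasated and 0.157 FPKM in parental cells in the authors' deposited table, and the largest decrease was that of BMP5, at 0.129 and 2.84 FPKM. In D17, C4BPA rose most, from 0.0253 FPKM in parental to 7.34 FPKM in extravasated cells, and SYT4 fell most, from 10.5 to 1.42 FPKM, by the authors' deposited table. The filter of at least 1 FPKM was on the higher group alone, and the ratio of C4BPA rests on a very low parental value. Its q-value was 0.00898, against 0.000268 for SYT4, in the authors' deposited table. A total of 56 genes in the HMPOS table and 176 genes in the D17 table were below 1 FPKM in both groups.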

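A total of 92 gene symbols passed the fold change and q-value thresholds in both lines. Of these, 80 were higher in the extravasated cells of both lines, 1 was lower in both, 4 were higher in HMPOS and lower in D17, and 7 were lower in HMPOS and higher in D17. The odds ratio for a shared direction was 2.86 (two-sided Fisher's exact test, p = 0.372). At a q-value below 0.05 and any fold change, 614 symbols were listed in both tables, with 382 higher in both, 153 lower in both, 33 higher in HMPOS and lower in D17, and 46 lower in HMPOS and higher in D17, an odds ratio of 38.5 (two-sided Fisher's exact test, p = 2.3e-68). Genes are not independent replicates, so these tests describe the listed genes of these libraries. MMP13 rose in both lines, from 6.55 to 54.1 FPKM in HMPOS and from 3.80 to 18.1 FPKM in D17 in the authors' deposited tables. NRG1 rose from 1.31 to 4.30 FPKM in HMPOS and fell from 2.72 to 0.883 FPKM in D17 in the authors' deposited tables.

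**Figure D1:**
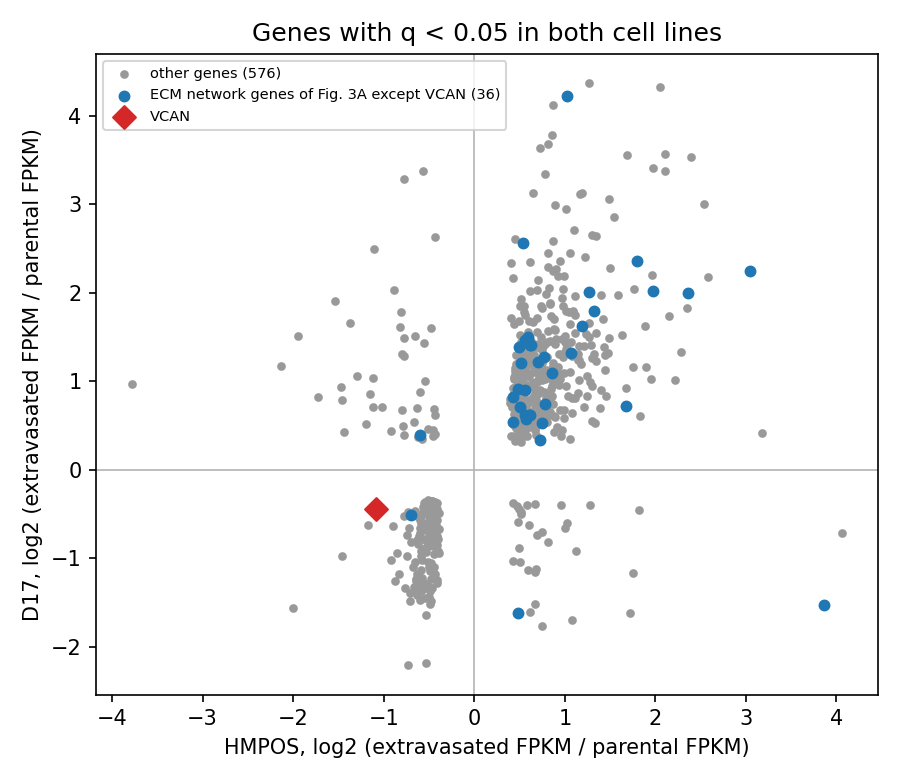
Log2 ratio of extravasated over parental FPKM in HMPOS (horizontal axis) and in D17 (vertical axis) for the 613 genes that the authors' deposited tables list for both lines with a value above 0 in every group. Grey points are 576 other genes, blue points are 36 genes of the extracellular matrix network, and the red diamond is VCAN, at -1.08 in HMPOS and -0.44 in D17.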

To identify the pathways that are commonly altered in the extravasated cell clusters, we applied a systems-level analysis of the RNA-Seq data. We first used gene set enrichment analysis to identify the pathways that were positively and negatively enriched in extravasated cells. While no positively-enriched pathways were common to both cell lines, the pathways enriched in downregulated genes in extravasated cells from both HMPOS and D17 lines included the KRAS signaling, interferon gamma response and other immune response pathways, and extracellular matrix organization (**Figures 2B, C**).

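The gene sets of the enrichment analysis were not used here, and gene families were taken by their symbols from the listed genes in their place. Of 22 interferon-induced genes that the authors' deposited table for D17 lists (the IFI, IFIT, IFITM, ISG, OAS, MX, IRF and GBP genes and RSAD2), 22 were higher in extravasated cells, with a median log2 ratio of 1.74 (two-sided Fisher's exact test against the other listed genes, p = 2.2e-06, Benjamini-Hochberg adjusted p = 4.9e-05 over the families of both lines). In HMPOS, 9 of the 10 listed interferon-induced genes were higher in extravasated cells, with a median log2 ratio of 1.37 in the authors' deposited table (Fisher's exact test, p = 0.179, adjusted p = 0.341). Relative to the median log2 ratio of all listed genes, 0.39 in D17 and 0.58 in HMPOS by the authors' deposited tables, 22 of the 22 genes in D17 and 8 of the 10 in HMPOS were still higher. Chemokine genes were higher in extravasated cells for 5 of 5 listed genes in D17 and 3 of 4 in HMPOS (Fisher's exact test, adjusted p = 0.214 and p = 1). The interferon-induced genes were not alone in D17. Cytosolic ribosomal proteins were higher for 27 of 29 listed genes (Fisher's exact test, adjusted p = 7.3e-05). ADAM and ADAMTS proteases were higher for 12 of 12 (Fisher's exact test, adjusted p = 0.00524).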

**Figure 2:**
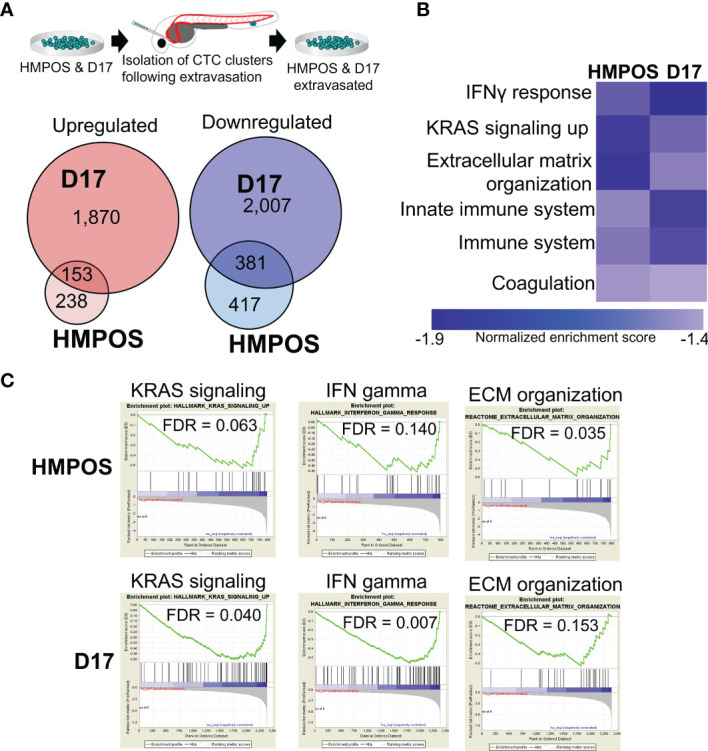
Extravasated circulating tumor cells display differential expression of genes and pathways. **(A)** Overlaps in the upregulated and downregulated genes in extravasated circulating tumor cells. **(B)** Heat map of pathways commonly downregulated in extravasated circulating tumor cells. **(C)** Enrichment plots for KRAS signaling, IFN gamma response, and extracellular matrix (ECM) organization in HMPOS and D17 extravasated cells.

Next, we constructed gene regulatory networks for the enriched pathways from extravasated HMPOS and D17 cells. Gene regulatory networks provide a visual representation of gene interaction pathways, with the genes represented as circular nodes and the interactions between genes represented by lines (edges). Networks were visualized by overlaying the RNA-Seq log2 fold change values for each gene in the pathway, with larger red nodes representing a higher mRNA upregulation and larger blue nodes representing a larger mRNA downregulation in extravasated cells (**Supplementary Figures 2**, **3**). Qualitatively, these networks reveal largely unique patterns between the two cell lines, with distinct subsets of genes from unique locations within the network altered in each cell line (**Supplementary Figures 2**, **3**). To provide a more quantitative understanding of these differences between the cell lines, we next applied network analysis to these pathways, which outputs a suite of quantitative metrics to define the overall connectedness of the gene regulatory network. Networks were analyzed for the following parameters: degree, clustering coefficient, closeness, betweenness, neighborhood connectivity, and stress. We then plotted the sum rank score of these network parameters by the log2 fold change for each gene with a significant up- or downregulation in the network (**Supplementary Figures 2**, **3**). These analyses show an overall downregulation of nodes across a range of connectivity within the network for both cell lines, with D17 cells having more downregulated genes in the network (**Supplementary Figures 2**, **3**). Despite the differences between the cell lines, several mRNA alterations with a high network connectedness were commonly altered in both cell lines (**Supplementary Figures 2**, **3**).

### Extravasated Cells Upregulate Versican, Which Contributes to Extracellular Matrix Remodeling and Cellular Migration

We focused next on the extracellular matrix remodeling pathway as a known phenotypic driver of migration/invasion and metastasis. 

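The network of the extracellular matrix pathway drawn for HMPOS has 72 genes, and the authors' deposited table for HMPOS lists all 72 at a q-value below 0.05. Of these, 64 had a higher FPKM in extravasated than in parental HMPOS cells and 8 a lower one, against 733 higher and 384 lower among the other listed genes (odds ratio 4.19, two-sided Fisher's exact test, p = 1.5e-05). With a fold change above 2 as well, the odds ratio was 2.05 (Fisher's exact test, p = 0.317). In D17, 37 of the 72 genes were listed, of which 33 were higher and 4 lower in extravasated cells, against 2357 higher and 2018 lower among the other listed genes (odds ratio 7.06, two-sided Fisher's exact test, p = 7.1e-06). The article took this pathway from an enrichment analysis of the same comparisons, so the list is not independent of these data. Genes are not independent replicates either, and these tests describe the direction of the listed genes alone. The median log2 ratio of the network genes in the authors' deposited tables was 0.72 in HMPOS and 1.09 in D17. COL3A1 showed opposite changes in the lines. It was at 821.7 FPKM in extravasated and 56.7 FPKM in parental HMPOS cells, and at 4.50 FPKM in extravasated and 13.0 FPKM in parental D17 cells, in the authors' deposited tables. The difference between the lines itself was not tested.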

Like the other gene regulatory networks, extracellular matrix remodeling is commonly downregulated in both HMPOS and D17 extravasated cells (**Figures 3A, B**), but displays largely-unique gene-level changes in each cell line (**Figures 3A, B**). Most of the genes in the network are downregulated, with a very few upregulated highly-connected genes in the network (**Figures 3C, D**). 

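The 8 network genes with a lower FPKM in extravasated HMPOS cells were HAPLN1, IBSP, VCAN, CASK, MFAP3, DST, TGFB2 and ITGA6. HAPLN1 was at 1.66 FPKM in extravasated and 11.6 FPKM in parental cells, and IBSP at 0.427 and 2.05 FPKM, in the authors' deposited table. Of the 72 genes of the network drawn for HMPOS, the 4 lower in extravasated D17 cells were PRKCA, COL3A1, CASK and VCAN. PRKCA was at 10.9 FPKM in extravasated and 33.5 FPKM in parental D17 cells in the authors' deposited table. Figure 3B has 20 further labels, of which the authors' deposited table for D17 lists 8, and with these 40 genes were higher and 5 lower in extravasated D17 cells. The fifth was MFAP5, at 0.712 FPKM in extravasated and 2.20 FPKM in parental D17 cells, a log2 ratio of -1.63 in the authors' deposited table. Log2 ratios ran from -2.81 to 4.47 for the 72 genes in HMPOS and from -1.62 to 4.23 for the 37 of them listed in D17, by the authors' deposited tables. CDH1 had the highest ratio in D17, at 1.47 FPKM in extravasated and 0.0783 FPKM in parental cells in the authors' deposited table.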

One of the few commonly-altered genes in both cell lines, however, is versican. 

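Of the 72 network genes, the 37 listed in D17 were also listed in HMPOS. Both lines had higher values in extravasated cells for 32 of these and lower values for 2, VCAN and CASK. PRKCA and COL3A1 were higher in HMPOS and lower in D17, and MFAP3 was lower in HMPOS and higher in D17. The odds ratio for a shared direction was 32.0 (two-sided Fisher's exact test, p = 0.026). CASK was at 39.0 FPKM in extravasated and 63.5 FPKM in parental HMPOS cells, and at 21.2 and 30.2 FPKM in D17, in the authors' deposited tables.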

Versican is an extracellular matrix proteoglycan that regulates matrix remodeling, migration, and invasion (49). 

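Versican is encoded by VCAN, which the authors' deposited tables list under the Ensembl identifier ENSCAFG00000008582 on canine chromosome 3 from 24127133 to 24239146. HAPLN1, which encodes a link protein, is listed on the same chromosome from 23999218 to 24103330 in the authors' deposited tables. The genome build and whether the first position counts from 0 are not named in the tables.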

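In HMPOS, VCAN was at 4.00 FPKM in extravasated and 8.48 FPKM in parental cells, a log2 ratio of -1.08 with a q-value of 0.00129 in the authors' deposited table. In D17, VCAN was at 17.0 FPKM in extravasated and 23.2 FPKM in parental cells, a log2 ratio of -0.44 with a q-value of 0.00116 in the authors' deposited table. The deposited log2 ratios themselves, which are parental over extravasated, are 1.08 in HMPOS and 0.44 in D17 in the authors' deposited tables. The change in D17 is below the fold change of 2 set in the article's methods. With a pseudocount of 1 added to both groups, the log2 ratio of extravasated over parental cells was -0.92 in HMPOS and -0.42 in D17, computed from the authors' deposited tables. Relative to the median log2 ratio of all listed genes it was -1.67 in HMPOS and -0.83 in D17.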

Interestingly, versican is significantly upregulated in both HMPOS and D17 extravasated cells and among the most connected genes in the ECM organization pathway (**Figures 3E, F**).

**Figure 3:**
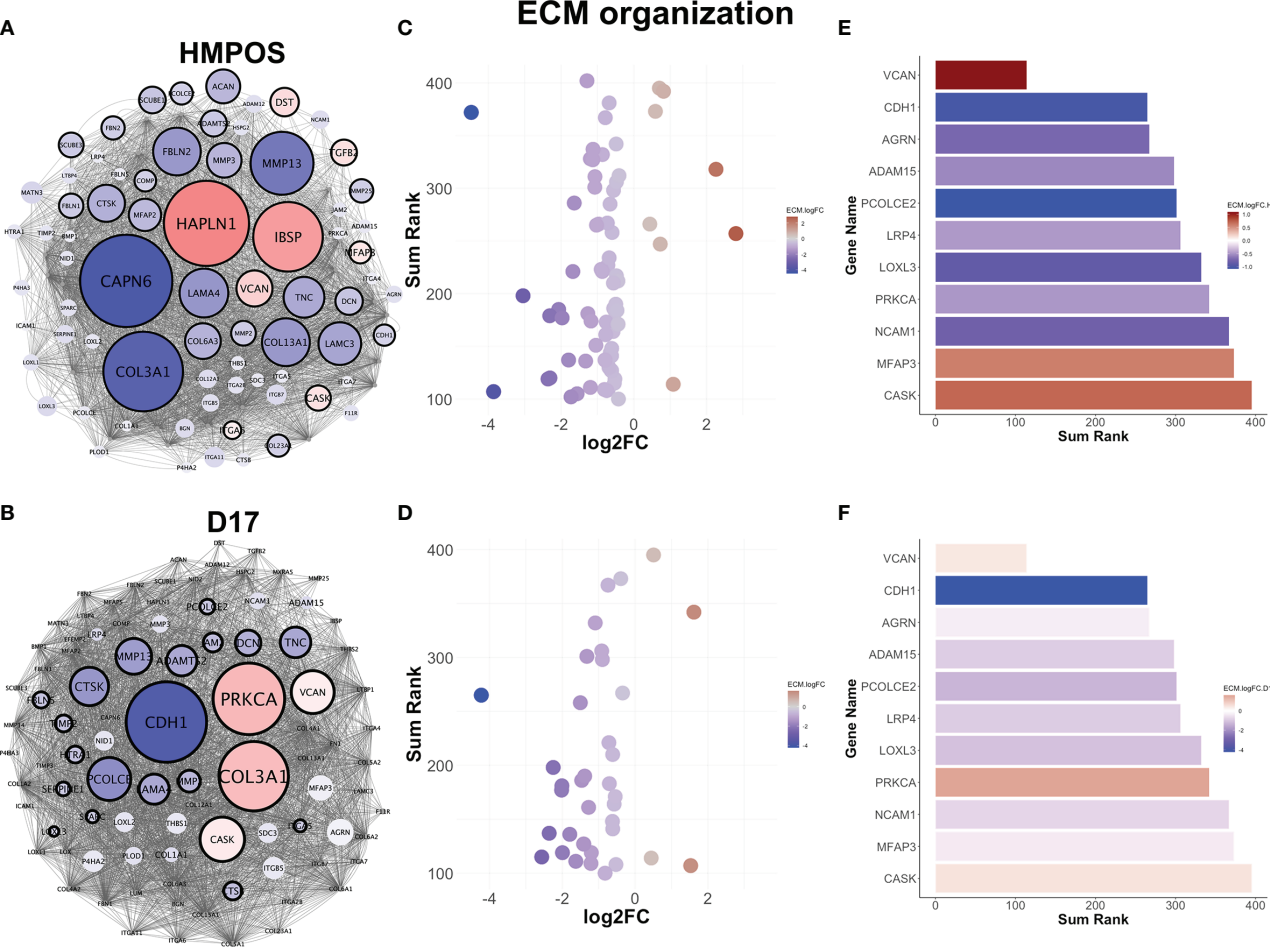
Extravasated circulating tumor cells downregulate extracellular matrix remodeling. **(A)** Gene regulatory networks for the extracellular matrix remodeling pathway in HMPOS and **(B)**. D17. Blue denotes downregulation and red denotes upregulation (FDR < 0.05). Nodes are scaled proportionally to log2FC, with larger nodes depicting greater log2FC between extravasated and parental cell lines. **(C)** Scatter plot of sum rank of network connectivity parameters by log2FC for HMPOS and **(D)** D17. **(E)** Bar graphs of top connected genes in the pathway, colored by log2FC for HMPOS and **(F)** D17.

Analysis of the extracellular matrix remodeling network indicates that versican interacts with 58% of the core extracellular matrix remodeling network (42/72 nodes) within the pathway (**Figure 4A**, yellow nodes). Indeed, versican is in the top 10 most interconnected members of the network for neighborhood connectivity, betweenness centrality, and number of edges (**Figures 3B–D**). 

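The interactions came from a network resource that was not used here, so the expression of the marked nodes alone is given. These nodes are part of the same network list, so their tests are no separate support for its direction. Of the 41 nodes marked as interacting with versican in Figure 4A, versican itself left out, all 41 are listed in the authors' deposited table for HMPOS, with 40 higher and 1 lower in extravasated cells (odds ratio 20.7, two-sided Fisher's exact test against the other listed genes, p = 1.7e-06). The authors' deposited table for D17 lists 23 of them, with 22 higher and 1 lower in extravasated cells (odds ratio 18.8, Fisher's exact test, p = 2.1e-05). With a fold change above 2 as well, 14 were higher and 1 lower in HMPOS (odds ratio 3.41, Fisher's exact test, p = 0.318), and 15 were higher and 1 lower in D17 (odds ratio 7.07, Fisher's exact test, p = 0.0288).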

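The 11 genes ranked in Figures 3E, F are listed for both lines, with 8 higher and 3 lower in extravasated cells in each line. ADAM15 was at 34.3 FPKM in extravasated and 23.3 FPKM in parental HMPOS cells and at 9.11 and 4.89 FPKM in D17, in the authors' deposited tables. LOXL3 was at 19.9 and 11.0 FPKM in HMPOS and at 1.74 and 0.817 FPKM in D17, in the authors' deposited tables. The share of higher genes among the 11 was 72.7% in each line, against 67.0% of the other listed genes in HMPOS (two-sided Fisher's exact test, p = 1) and 54.1% in D17 (Fisher's exact test, p = 0.244).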

Together, these analyses indicate that versican is commonly upregulated in extravasated cells and interacts with a majority of nodes in the extracellular matrix remodeling pathway.

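By the group names of the authors' deposited tables, VCAN was lower in the extravasated than in the parental cells of both lines. The article states that versican is significantly upregulated in both HMPOS and D17 extravasated cells and among the most connected genes of the pathway (Figures 3E, F). From this and from the nodes that versican joins in the network (Figure 4A), it concludes that versican is commonly upregulated in extravasated cells and interacts with most of the pathway.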

**Figure 4:**
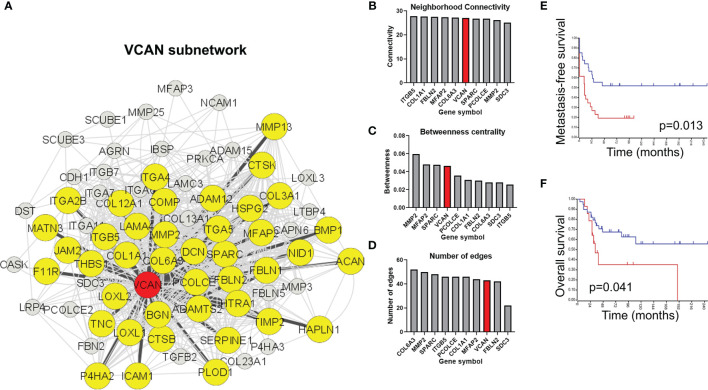
Versican-mediated extracellular matrix organization is enriched in extravasated circulating tumor cells. **(A)** Versican is commonly upregulated in both cell lines and interacts with a core subset of the extracellular matrix organization pathway. Yellow nodes indicate proteins that share at least one interaction with versican. **(B)** Ranking of top nodes based on neighborhood connectivity, **(C)** betweenness centrality, and **(D)** number of edges in the extracellular matrix remodeling pathway. Prognostic value of VCAN for **(E)** metastasis-free survival and **(F)** overall survival in osteosarcoma patients.

Versican was ranked in the top nodes based on neighborhood connectivity, betweenness centrality, and number of edges in the extracellular matrix remodeling pathway (**Figures 4B–D**). 

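Of the 10 top nodes named in Figures 4B-D, all 10 are listed in the authors' deposited table for HMPOS, with 9 higher and 1 lower in extravasated cells, the lower one being VCAN. The authors' deposited table for D17 lists 7 of them, with 6 higher and 1 lower, again VCAN. SPARC was at 2897 FPKM in extravasated and 1777 FPKM in parental HMPOS cells and at 433.0 and 186.9 FPKM in D17, in the authors' deposited tables. PCOLCE was at 615.0 and 424.5 FPKM in HMPOS and at 143.7 and 24.3 FPKM in D17, in the authors' deposited tables.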

Also consistent with a role in extravasation and metastasis, an elevated versican expression is prognostic for a poorer metastasis-free survival (**Figure 4E**) and overall survival in osteosarcomas (**Figure 4F**).

## Discussion

The ability of CTCs to survive in circulation, extravasate at distant sites, and form new tumors is extremely rare (3, 50); however, when successful, these events often represent the precursors to a deadly disease (1, 51–53). During dissemination, CTCs must endure harsh conditions, including novel microenvironments, exposure to different cell types and signals, immune targeting, anchorage-independent growth, and shear force from circulation (1, 3, 6, 8, 12). Studies have shown that when CTCs form clusters, their ability to survive the metastatic process and seed distant sites is markedly increased. Some have postulated that the majority of cancer metastases occur as a result of these clusters rather than by individual CTCs (1–3, 50). The mechanisms through which these CTC clusters extravasate are only beginning to be understood. For example, melanoma and cervical CTC clusters have been observed extravasate out of blood vessels through *angiopellosis*, in which endothelial cells remodel the vessel architecture around the CTC clusters (5, 10, 12, 50, 54). This allows CTC clusters to maintain their multicellular phenotype (5). The establishment of relevant models to pinpoint and further investigate the specific markers of extravasation are limited, but this zebrafish model serves as a unique method to leverage the ability to perform *intravital* imaging and subsequent cell isolation to interrogate this process more fully (2, 3, 8, 13, 25, 27, 51).

Canine OS cells were specifically used in this project to 1) identify targets for further validation in human cells and 2) to leverage companion animal cancer data to investigate metastasis in both canines and humans. Many biologic behaviors of OS are conserved between people and dogs, and evidence suggests that leveraging the power of cross-species analyses facilitates the understanding of fundamental drivers of cancer mechanisms, as well as factors contributing to cancer initiation and progression (55–58). The ability of tumor cells from varying species and cancer types to undergo angiopellosis suggest that this mechanism of extravasation may be a common feature of CTC clusters. Prior studies have shown that non-tumor cells and cell membrane-coated microparticles possess the ability to undergo *angiopellosis*, suggesting that this phenomenon is not exclusive to CTCs, but may be utilized by CTCs during the metastasis process. Our data have pinpointed potential molecular drivers of extravasation, including the downregulation of proliferative signals (e.g., KRAS signaling), immune evasion, and versican-mediated ECM dysregulation during the metastasis process. Angiopellosis may serve as a physiological mechanism hijacked by specific types of cancer cells allowing for extravasation, similar to other extravasation mechanisms like cancer-mediated necrosis of endothelial cells, and transmigratory cup formation in neutrophil extravasation (59, 60). Further studies are needed to explore whether other non-cancerous cells utilize a similar gene dysregulation during *angiopellosis*.

Consistent with our analyses of osteosarcoma patient data, prior studies have shown that elevated levels of versican are associated with poor prognosis for patients with a wide range of malignant tumors (28, 30, 36). Indeed, versican and other ECM proteoglycans have been shown to impact the tumor cell behavior in myriad cancer types, in both human and canine models (61). While the exact mechanism by which versican promotes OS progression remains to be fully elucidated, previous studies suggest that versican contributes to the formation of a macromolecular complex in the ECM, which may account for the increased invasion and metastasis through promoting cancer cell motility and increased cell-cell adhesion (28, 62, 63).

In addition to its role in cellular migration, it is also possible that versican acts by altering cell adhesion, which contributes to the maintenance of tumor-propagating-like features of CTC clusters and augments their ability to proliferate at distant sites. Consistent with this, the cluster phenotype in CTCs is known to induce cells to express a more stem cell-like biology through the DNA methylation of binding sites typically occupied by stemness and proliferation regulators, including *OCT4*, *NANOG*, *SOX2*, and *SIN3A* (6, 64–67). Interestingly, the clustering of stem cells has been shown to protect their active pluripotent pathways with the disruption of cell-cell junctions resulting in the downregulation of proliferation regulators coupled with loss of stemness features (68–71). Previous studies have shown that the rates of CTC extravasation as either clusters or individual cells is similar, and while both could exit the vasculature similarly, the CTC clusters showed an increased ability to continue proliferation once out of the circulation, which contributed to their increased metastatic potential (2, 5). In this context, the dysregulation of versican and ECM may play an integral role in the cluster ability of CTCs by granting them an increased ability to form and maintain clusters, which gives them an increased chance to form tumors following extravasation. Additionally, versican-mediated alterations in cell adhesion may contribute to the interaction and adhesion of CTCs to the endothelial layer, which is known to play an important role in extravasation. Further studies are needed to fully elucidate 1) the impact of versican on CTC cluster formation and maintenance, 2) its localization during this process, and 3) its impact on CTC endothelial layer interactions/adhesion.

One unique advantage of this extravasation model system is that we can directly observe, capture, and molecularly interrogate CTC clusters exiting the vasculature. Current limitations in oncological imaging and detection normally prevent tumors from being isolated/identified unless they are still in the circulation or not until the CTCs have already extravasated and formed detectable tumor masses (4, 15, 51, 72). The need to address the specifics of CTC cluster metastasis/extravasation is paramount, as the cluster phenotype exhibits a markedly higher metastatic potential over their individual cell counterparts (1, 2, 5). The present study attempts to address some of these limitations and improve our understanding of the molecular underpinnings of CTC cluster extravasation.

This study had several limitations. The RNA-Seq analysis was performed on clusters that were isolated from zebrafish, but the control cells for this analysis were the parental cells, instead of un-extravasated cells exposed to the zebrafish circulation. Despite multiple attempts to isolate these cells, the non-extravasated cells were not able to be successfully isolated, due to the reliance of the isolation system on the cells of interest being outside of the vasculature; a common limitation in this type of study (2, 11, 73–76). In addition, we were not able to obtain microscopic images to clearly reveal the level of detail necessary to confirm the extravasation of CTC clusters by angiopellosis. This study was instead focused on isolating the extravasated cells for downstream processing. Furthermore, to achieve sufficient levels of RNA for analysis, cells were expanded following isolation, rather than sequenced immediately following isolation, which serves as an additional variable in the RNA-seq results. Another limitation is the possibility that versican upregulation is a part of global dysregulation and regulated in conjunction with other ECM genes by an upstream regulator. Future studies will be needed to further investigate this potential, but also serves as a promising direction to better understand the global role of ECM in cancer progression.

This study focused on the molecular profiling of the CTC clusters that extravasated, rather than individual CTCs transiting the circulation. Due to this, it is important to note that the profiles identified may be exclusive to the CTC clusters that extravasate, rather than all CTCs. Overall, the observation of VCAN dysregulation in the canine OS cell lines used provide a starting point for more complex *in vivo* studies using this model to understanding the dynamics of extravasation and metastasis. Future studies are needed to investigate differences in the extravasation potential across different OS models and characterize their cluster morphology and underlying genomics. Additionally, future studies will examine a panel of high, low, and non-metastatic OS cell lines to determine the difference in the behavior and gene expression between cancers of varying metastatic/extravasation potential.

In summary, this study establishes the zebrafish *intravital* imaging model as a means to further investigate the specific steps of the extravasation process and identifies key pathway alterations that may drive extravasation during metastasis. These pathways may represent novel therapeutic targets to prevent CTC cluster formation, migration ability, and metastatic potential. Together, these data 1) establish a useful model to provide key insights into the biology of CTCs, extravasation, and metastasis, and 2) highlight an important connection between the phenotypic features of CTCs, including their ability to extravasate as multicellular clusters and their unique molecular features that may lead to the successful formation of secondary tumors.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO [accession: GSE164246].

## Ethics Statement

The animal study was reviewed and approved by the North Carolina State University Institutional Animal Care and Use Committee. Code: 13-083-B.

## Author Contributions

Conceptualization: TA. Methodology: TA, MC, and HM. Formal analysis: TA, HM, LN, ES, and JS. Investigation: TA, HM, LN, ES, and JS. Resources: TA, JS, WE, LB, JY, and KC. Writing—original draft preparation: TA. Writing—review and editing: TA, JS, WE, JF, SP, KC, and MC. Visualization: TA, JS, MC, LN, and HM. Supervision: TA, JS, and KC. Funding acquisition: TA, KC, JS, and WE. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by Andy’s Army Canine Cancer Awareness Project (to TA, HM), the Carter Chinnis Charitable Trust (to WE), and National Cancer Institute (F31 CA217153 to TA). The funders had no role in the design of the study; in the collection, analyses, or interpretation of data; in the writing of the manuscript, or in the decision to publish the results.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

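RNA sequencing compared extravasated with parental cells of the canine osteosarcoma lines D17 and HMPOS, and parental HMPOS with parental POS cells, with 3 libraries in each of 5 groups. The article describes alignment and counting followed by voom and limma, while the deposited tables have the columns of the Cuffdiff program. The authors deposited, for each comparison, the FPKM of each group, which pools the libraries of that group. The deposited log2 values are log2 ratios of the second group over the first, and the deposited test statistic is a score of the authors' test. The p-values and q-values are those the authors deposited, and the tables hold genes with a q-value below 0.05 alone. No value per library was analysed here, so the depth, the spread between libraries and the agreement of replicates are unknown, and no SD, confidence interval or detection floor is given. The number of columns of single samples left unused was 0.

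Conditions were taken from the sample records and the article, and the columns of the tables were mapped to groups by name. The name norm was read as parental, since POS has parental libraries alone and carries it, and the other name as extravasated. Log2 ratios were recomputed from the group values, and the largest difference from the deposited log2 ratio was 2.8e-05. Symbols that a spreadsheet had turned into dates (5 in the D17 table and 1 in the HMPOS table) were left as they are and not named. Genes with a value of 0 in one group (8 in D17, 3 in HMPOS and 28 in HMPOS against POS) were counted but given no ratio.

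Counts were made at a fold change above 2 and a q-value below 0.05. Directions of a list of genes were compared with those of all other listed genes by two-sided Fisher's exact test, and families were adjusted together by the Benjamini-Hochberg method. The lists were the node labels of Figures 3 and 4, read from the pictures, and families of symbols set before the data were examined, from which DLAT and integrin-binding proteins that matched by name were afterwards left out. The named genes were VCAN, the genes of these lists, the 5 largest increases and 5 largest decreases of each comparison with a higher group value of at least 1 FPKM, and the 5 genes of each direction combination with the largest smaller change in both lines. Directions along chromosomes were compared with 100000 permutations of directions among genes, or 10000 for HMPOS against POS and for gene spans, over pairs of genes 5 to 20 Mb apart and over chromosomes with at least 15 listed genes. On simulated directions for 1189 genes, 3 of 3 shifted chromosomes were recovered and 0 others called, 0 chromosomes were called with none shifted, and Fisher's exact test called 199 of 200 lists with a raised share and 7 of 200 lists without. The shifts and the raised share were set near values seen in HMPOS, so weaker shifts were not tested. The chromosome simulations were not repeated, so they give no error rate. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

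The alternatives were other thresholds, a filter on low values, rows with a value in both groups, 1 row per symbol, pseudocounts of 1 and 0.1 for VCAN and centring on the median. The enrichment analysis, the networks and their connectivity measures were not repeated, since the gene sets and interactions were not used here. The survival data were not used here. The result for 1 signaling pathway named with the enrichment analysis is not reported here.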

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

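The comparison of parental HMPOS with parental POS cells is a signal in data the article does not report on. The test of the group names was chosen after the values had been seen. At a fold change above 2 and a q-value below 0.05, the authors' deposited table held 1587 genes, 488 higher in HMPOS and 1099 higher in POS. VCAN was at 8.47 FPKM in HMPOS and 26.5 FPKM in POS, a log2 ratio of HMPOS over POS of -1.65 with a q-value of 0.000173 in the authors' deposited table. The article describes HMPOS as a sub-line of POS that metastasizes highly, and does not say how metastatic POS is. All 19 interferon-induced genes in the authors' deposited table were lower in HMPOS than in POS, with a median log2 ratio of -5.87, and MX1 was at 0.911 FPKM in HMPOS and 714.3 FPKM in POS.

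A mislabelled group is one technical explanation. The HMPOS values of this table differed from the parental column of the HMPOS extravasation table by a median absolute log2 ratio of 0.00135 over 907 genes, and from its extravasated column by 0.698, which goes against an exchange of HMPOS groups in 1 of the tables alone. An exchange of libraries before both tables were made was not tested. The POS column has no second table to be compared with. Depth, library batches and GC content were not analysed here, and no biological explanation was tested.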

How the results depend on the processing

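The alternatives were set before the data were examined, except the reading of the sign, which was chosen after seeing the data. Without the fold change threshold, the counts of genes rose to 797 higher and 392 lower in extravasated HMPOS cells, 2390 higher and 2022 lower in D17, 382 higher in both lines, 153 lower in both lines and 5746 for HMPOS against POS, and the odds ratio for a shared direction between the lines rose to 38.5 (Fisher's exact test, p = 2.3e-68, now past the threshold). A q-value below 0.01, a higher group value of at least 1 FPKM, values above 0 in both groups and 1 row per symbol left each of these counts within 1.5 times of its main value, and the odds ratio between 2.82 and 12.0 and short of the threshold.

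The higher share of increased genes among the network genes kept its direction and its side of the threshold in D17 under all 4 alternatives set beforehand, with odds ratios from 4.49 to 7.19. In HMPOS it did so at a q-value below 0.01 and with a higher group value of at least 1 FPKM, while with a fold change above 2 the odds ratio was 2.05 and no longer past the threshold (Fisher's exact test, p = 0.317). The share of higher genes was then 89.3% of 28 network genes, against 88.9% of 72 at any fold change, while among the other listed genes it rose from 65.6% to 80.2%. For network genes listed in both lines, the odds ratio was 42.0 at a q-value below 0.01 and 31.0 with the filter on low values, and with a fold change above 2 it could not be computed, since 0 of the 10 genes left were lower in HMPOS.

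The alternatives for VCAN changed the size of its log2 ratio, except that a pseudocount of 0.1 left it at -0.44 in D17. A pseudocount added to both groups cannot change its direction. The ratio was -0.92 with a pseudocount of 1, -1.07 with a pseudocount of 0.1 and -1.67 after centring in HMPOS, and -0.42 with a pseudocount of 1 and -0.83 after centring in D17. The listed genes are those that passed the authors' test, so their median is not a neutral reference.

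With the deposited sign read as extravasated over parental cells, each direction was exchanged. At a fold change above 2 there were then 57 higher and 244 lower genes in HMPOS, 375 higher and 808 lower in D17, 1 higher in both lines and 80 lower in both lines. At any fold change there were 392 and 797 in HMPOS, 2022 and 2390 in D17, and 153 and 382 in both lines. The odds ratios of the network genes became 0.239 in HMPOS and 0.142 in D17, and the log2 ratio of VCAN became 1.08 in HMPOS and 0.44 in D17.

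No paired analysis was possible because the tables hold 1 value per group and no value per library, although the sample records number the libraries of each group 1 to 3. For the same reason the fits per library with edgeR, DESeq2 or limma, the fits that leave out a replicate, the replicate block and other splits of the samples were not run. The unknown depth limits the genes below 1 FPKM in both groups most.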

Differences from the paper's values

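The article gives 391 upregulated and 798 downregulated genes in extravasated HMPOS cells, against 244 and 57 here at the threshold of its methods. It gives 2,023 upregulated and 2,338 downregulated genes in D17, against 808 and 375 here. Of the alternatives set before the data were examined, a q-value below 0.05 at any fold change brought the D17 counts, 2390 and 2022, within 1.5 times of the paper's, and none did so for either HMPOS count. The counts of higher and lower genes in D17 are so similar that this criterion cannot tell the directions apart there. With the deposited sign read as extravasated over parental cells and any fold change, a setting chosen after seeing the values, the counts were 392 and 797 in HMPOS and 2022 and 2390 in D17.

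The paper's overlaps are about 150 upregulated and about 380 downregulated genes shared by both lines in Fig. 2A, read by eye. They stand against 80 and 1 here at a fold change above 2, which the legend of Fig. 2A does not name. None of the alternatives set before the data were examined brought either within 1.5 times of the paper's. The setting chosen after seeing the values, the deposited sign at any fold change, gave 153 and 382.

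The paper's log2 fold change of VCAN is about 1.1 in Fig. 3C and about 0.45 in Fig. 3D, read by eye, against -1.08 in HMPOS and -0.44 in D17 here. None of the alternatives set before the data were examined closed the gap, and the pseudocounts among them cannot change a sign. With the deposited sign read as extravasated over parental cells, chosen after seeing the values, it was 1.08 and 0.44.

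The article states that extracellular matrix genes are mostly downregulated in extravasated cells, while 64 of 72 network genes were higher in extravasated HMPOS cells and 33 of 37 in D17 here. It places the interferon gamma response among pathways of downregulated genes, while 22 of 22 listed interferon-induced genes in D17 and 9 of 10 in HMPOS were higher in extravasated cells here.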

Other observations

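The tests of the direction, of the implied share of POS cells, of the largest share of mixed-in cells that a gene allows and of simulated mixtures, of genes lower in HMPOS that rose in D17, of gene length and density behind the chromosome pattern and of chromosome-wide shifts behind the network genes were chosen only after the results were seen. The other tests were written down before. Each pattern was found and tested in the same tables.

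Called genes change in the opposite direction to the article's when the groups are read by their names. A candidate explanation is that the sign of the deposited ratio, parental over extravasated, was read as extravasated over parental. The colours of the 32 nodes and bars of Fig. 3 that could be read by eye, with the values known, follow the sign of the deposited ratio, but they restate the article's directions and are expected with exchanged group names as well, so they do not favour this explanation. The other candidate explanation is that the group names are exchanged in the tables. For HMPOS, an exchange in that table alone goes against the match of its parental column with the HMPOS column of the POS comparison, with a median absolute log2 ratio of 0.00135, while an exchange of libraries before both tables were made would leave the match as it is. For D17 there were 0 second tables to compare with, so exchanged names cannot be told apart from the other explanation there. The article's counts and VCAN values lie close to those under the deposited sign, and whether the group names are right stays open.

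In HMPOS, genes on the same chromosome tended to change in the same direction. Of gene pairs 5 to 20 Mb apart, 70.0% had the same direction, against a mean of 55.8% with directions permuted among genes (permutation test, p = 1e-05, the smallest the permutations can give), and 17 of 31 chromosomes had a share of increased genes that differed from the rest (adjusted p below 0.05). Of the listed genes, 71 of 72 on chromosome 5 and 66 of 70 on chromosome 9 were higher in extravasated cells, and 1 of 25 on chromosome 22 and 11 of 40 on chromosome 13; these chromosomes were chosen after their values were seen. In D17 the share of such pairs was 50.1% against 50.3% permuted (permutation test, p = 0.93), and 0 of 39 chromosomes stood apart, with neighbours alone sharing a direction more often (54.1% without overlapping loci). Between parental HMPOS and POS cells the share was 58.2% against 50.1% permuted, with 23 of 39 chromosomes standing apart. A copy number difference between extravasated and parental HMPOS cells is a candidate explanation and predicts the excess between distant genes. Reads shared between overlapping genes go against the 74.4% of neighbours without overlapping loci that shared a direction. Increased genes were shorter than decreased ones, with a median span of 22.2 kb against 48.8 kb (permutation p = 0.0001), and in D17 the medians were 26.4 kb and 30.5 kb (permutation p = 0.0066). Between parental HMPOS and POS cells it was the other way round, with 31.4 kb for genes higher in HMPOS and 28.2 kb for genes lower in HMPOS (permutation p = 0.016). Permuting among genes of similar length gave 56.9%, so length alone leaves most of the excess. The share of increased genes rose with the number of listed genes per Mb of the chromosome (Spearman's rho 0.49, permutation p = 0.0054, and Pearson's r 0.50, over 31 chromosomes), but which genes are listed depends on the changes themselves, so this number is no measure of GC content. GC content needs a genome sequence and was not analysed here, and a GC bias was not ruled out.

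Chromosome-wide shifts could have raised the network genes in HMPOS. With directions permuted within chromosomes, a mean of 50.8 of the 72 network genes were higher, against 64 seen (permutation p = 3e-05), so such shifts leave most of that difference.

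Of 908 genes listed in both HMPOS tables, 731 moved toward their POS value in extravasated HMPOS cells and 177 moved away. Both comparisons use the parental HMPOS value, so its error alone pushes genes toward POS. Of the 48 genes at least 8-fold higher in POS, 47 rose, but genes low in parental HMPOS cells can hardly be listed as falling. A mixture with POS cells could raise these 47 genes, but it cannot raise genes that are lower in POS, and 15 of 30 genes at least 8-fold lower in POS rose. The POS share implied by the 48 genes had a median of 9.66%, a lowest positive value of 0.229% and a highest value of 122.1%, and 17 of the 48 lay within 1.5 times of the median, which goes against 1 common share. MX1, at 2.55 FPKM in extravasated HMPOS and 714.3 FPKM in POS cells, allows a share of at most 0.356% if mixed-in cells express it as the POS culture does. With that share, 46 of the 47 genes rose more than a mixture can give, but this is the lowest bound of the listed genes, and in 2000 simulated mixtures with a common share of 9.66% and an assumed noise of 0.5 in log2 (SD) a mean of 38.2 genes did so too. More than 4 times what that share gives was seen for 43 genes, against a mean of 2.61 and at most 25 in the simulated mixtures, and a mean of 21.6 and at most 42 with a noise of 1. The factor of 4 was picked after factors of 1, 2 and 4 had been tried, and the bound rests on MX1 alone. At the noise levels assumed, these counts go against a common share of this size, and a smaller share of POS cells was not ruled out. The simulations put noise on the mixed value alone and made no selection by significance. The genes seen had passed the authors' test, so part of the difference can come from that selection. The next lowest bounds were 1.58% by ISG15 and 1.81% by COL6A3, with 42 and 40 of the 47 genes rising more than these shares can give. The counts beyond 4 times a bound were made for the lowest bound alone.

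Of 53 genes at least 8-fold higher in parental HMPOS than in parental D17 cells, 52 rose in extravasated D17 cells, but genes low in D17 can hardly be listed as falling, and 25 of 37 genes at least 8-fold lower in HMPOS rose as well. A mixture cannot raise the latter, so it is not the only cause of the changes in D17. MMP2, at 1.15 FPKM in extravasated D17 and 242.9 FPKM in parental HMPOS cells, allows a share of HMPOS cells of at most 0.473% if mixed-in cells express it as the parental culture does. With that share, 51 of the 52 genes rose more than a mixture can give, and a mean of 42.5 genes did so in simulated mixtures with a common share of 10.1% and a noise of 0.5. More than 4 times what that share gives was seen for 47 genes, against a mean of 2.76 and at most 28 in the simulated mixtures, and a mean of 23.8 and at most 47 with a noise of 1. At a noise of 0.5 these counts go against a common share of this size, by a bound that rests on MMP2 alone. These simulations, too, made no selection by significance. With a noise of 1 the highest simulated count equalled the 47 seen, so the result depends on the assumed noise. The next lowest bounds were 1.30% by L1CAM and 2.33% by ST8SIA6, with 49 and 44 of the 52 genes rising more than these shares can give. The FPKM of the 2 tables was normalized separately, so the shares of HMPOS cells are approximate, and a smaller share was not ruled out. Of 9 sex-linked genes, 0 were listed in the extravasation tables, and since unchanged genes and genes without expression are both missing from them, these genes do not test a mixture.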
